A study of Homo sapiens with 2 samples.

How the data were processed

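The series holds 2 K562 samples, 1 treated with 0.5 mM DFMO for 14 days and 1 control, each with a file of read counts per guide. The authors deposited raw counts, which list guides with 0 reads as well and carry no normalization. The submitters' processing notes name MAGeCK 0.5.9.3; its trimming and mismatch settings are not given in the sources used here. Per the labels, guide cassettes were amplified by PCR from genomic DNA and sequenced on an Illumina NovaSeq. Reads carried no molecular identifiers that the sources name, so PCR copies count as reads. A further deposited table of unit other (text) gives the 20-base spacer of each guide and was used for base composition and for the genes tied to each guide. It ties 2966 guides to more than 1 gene. The count tables give such guides a single gene, the last of those listed, and 3037 guide names differ between the tables. The sources used here do not say whether the guides direct cutting or another form of inactivation. Guide positions were not analysed here, so no coordinates are given.

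The 97888 guides comprised 97513 guides of 19679 gene symbols, 250 non-targeting guides and 125 intergenic guides. Symbols were compared with a RefSeq gene table, which held 94.7% of the measured symbols. Counts were scaled by the median ratio over guides above 0 in both libraries, with factors of 1.75 for DFMO and 0.57 for the control. The guide value was the log2 of DFMO over control scaled counts, each with a pseudocount of 1. A guide was measurable at a mean scaled count of 30 or more, and a gene with 3 or more measurable guides took their median as its value. This left 91009 guides and 18430 genes (93.7% of symbols). A gene fell or rose at a value of −1 or below, or 1 or above, when at least 75% of its measurable guides had that sign. With 1 library per group no test between the conditions exists, and the SD given with a gene value is the spread between guides. The counts of genes were set beside 100 random regroupings of the guides into sets of the same sizes, within 10 bins of mean scaled count. All of this describes the 2 libraries.

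The DFMO library held 11378515 reads and the control library 34523187, so for a guide of median count, with 100 reads in the DFMO library and 310 in the control library, the counting error is set mainly by the DFMO library. For genes that rose with few control reads, such as MCAT (medians over guides of 5 and 108 reads in control and DFMO), it is set by the control library. Evenness was similar, with Gini indices of 0.393 (DFMO) and 0.385 (control). The most abundant guide of the DFMO library, 1 of CLPTM1, held 18962 reads (0.167% of the total), and no control guide exceeded 2766 reads. Guides at least 8-fold above the median of their own gene numbered 15 in the DFMO library and 1 in the control library, and guides at most an eighth of it 1606 and 783.

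There were 32 gene lists, chosen before the data were examined: polyamine synthesis, polyamine catabolism and ODC antizymes, polyamine transport, hypusine and eIF5A, ferroptosis suppressors and promoters, selenoprotein synthesis, iron handling, iron-sulfur cluster assembly, heme synthesis, glutathione and NADPH, the NRF2 pathway, mTORC1 activators and inhibitors, the integrated stress response, translation elongation and ribosome rescue, tRNA wobble modification (which also holds genes acting at other tRNA positions), cytosolic and mitochondrial ribosomal proteins, respiratory complex I, complexes III to V, the proteasome, the V-ATPase, autophagy, nucleotide and one-carbon metabolism, sterol synthesis, ether lipid and peroxisome, K562 growth drivers, growth suppressors, chromatin and SAGA acetylation, core essential genes and olfactory receptors. Some genes stand in more than 1 list. A list's median was given its percentile among 10000 random gene lists matched on mean scaled count in 10 bins, and stood apart at 2.5 or below or 97.5 or above. By that measure 12 lists lay higher and 2 lower. The 2 lower lists were the mTORC1 inhibitors and the olfactory receptors, the latter taken as a set neutral for growth. The hypusine list, with 2 measured genes, was given no percentile.

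The genes named were fixed by a rule set before the data were examined. They are the 15 lowest and 15 highest values among genes with at least 75% of guides of 1 sign, all measured members of the 4 polyamine and hypusine lists, and of other lists the members that fell or rose, or the 2 lowest and 2 highest where none did. Some genes that the rule names are not reported here by name, and they stay in all counts and medians. Genes named outside that rule are said to be chosen after their values were seen.

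Alternatives set before the data were examined were scaling by total counts or by non-targeting guides, pseudocounts of 0.5 and 10, no count minimum or a minimum of 100, the mean of guides, leaving out the strongest guide, removal of the trend with abundance, thinning of the control library to the DFMO total, thresholds of 0.5 and 1.5, no sign share or all guides of 1 sign, rank aggregation as in MAGeCK (alpha 0.25) at a 5% false discovery level from regroupings, and random lists that were not matched. The false discovery level of the rank aggregation came from 20 regroupings, not from the 100 described above. Leaving out guides of more than 1 gene and a correction for GC content were added after the data were seen. The computation was tested on simulated data in which 50 genes each were changed. On the log2 scale 100% of changes of −2 and 2 and 92% of changes of −1.5 and 1.5 were recovered. Of 18073 unchanged genes 15 passed the rule. Regroupings of the real guides passed it more often, with means of 83.9 lower and 71.6 higher genes. The simulated rates are therefore a check of the computation and not error rates of the real data. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.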

Results

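The data came from a genome-wide CRISPR screen in K562, an established human chronic myeloid leukaemia line that carries the BCR-ABL fusion. Cells holding a pool of single guide RNAs, with 5 guides for most genes, were grown with 0.5 mM DFMO for 14 days or as a control, and the guides were counted in genomic DNA. DFMO (difluoromethylornithine) is an irreversible inhibitor of ornithine decarboxylase, the enzyme that opens polyamine synthesis. There was 1 library per group, and day 14 of the control is given only by the names of its library and file. The DFMO library held 11378515 reads (median 100 per guide) and the control library 34523187 (median 310). Of the 97888 guides, 2181 had no read in the DFMO library (2.23%, 95% Wilson interval 2.14 to 2.32%) and 957 in the control library (0.978%, 0.918 to 1.04%). These intervals cover counting error only. The comparison asked the loss of which genes changed the fitness of cells treated with the inhibitor. The gene value below is the median log2 ratio, DFMO over control, of a gene's guides, given with the SD between guides and their number n. Guides of 1 gene in 1 pair of cultures are not replicates, so no difference below has a replicate check. Fell and rose are used of genes whose value was −1 or below, or 1 or above, with at least 75% of guides of that sign.

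Guides against GPX4, the peroxidase that reduces lipid hydroperoxides, fell with DFMO, with a gene value of −3.59 ± 2.00 (n = 5). BCL2L1, which encodes the anti-apoptotic protein BCL-XL, fell by as much (−3.59 ± 1.52, n = 4), and ATP13A3, a polyamine transporter of the endosomal system, reached −3.34 ± 2.24 (n = 5). In the other direction stood MCAT (5.25 ± 1.53, n = 5), OXSM (4.28 ± 1.91, n = 4) and MECR (4.29 ± 2.14, n = 4), enzymes of mitochondrial fatty acid synthesis, which with a pseudocount of 10 stood at 3.025, 3.29 and 3.39, and GPX4, BCL2L1 and ATP13A3 at −3.26, −2.74 and −3.03. Of 18430 measured genes 112 fell and 635 rose.

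Random regroupings of the same guides, matched on abundance, passed the same rule with a mean of 83.9 lower genes (61 to 108 in 100 regroupings) and 71.6 higher genes (41 to 91). The 635 genes that rose were therefore far more than regrouped guides gave, while the 112 that fell were few more than the highest regrouping. Random sets of 5 non-targeting or intergenic guides passed the rule at rates that give 73.7 lower and 2.58 higher genes. Scaling by the non-targeting guides moved the median of all genes from −0.013 to 0.197 and the split to 48 lower and 911 higher genes.

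**Figure D1:**
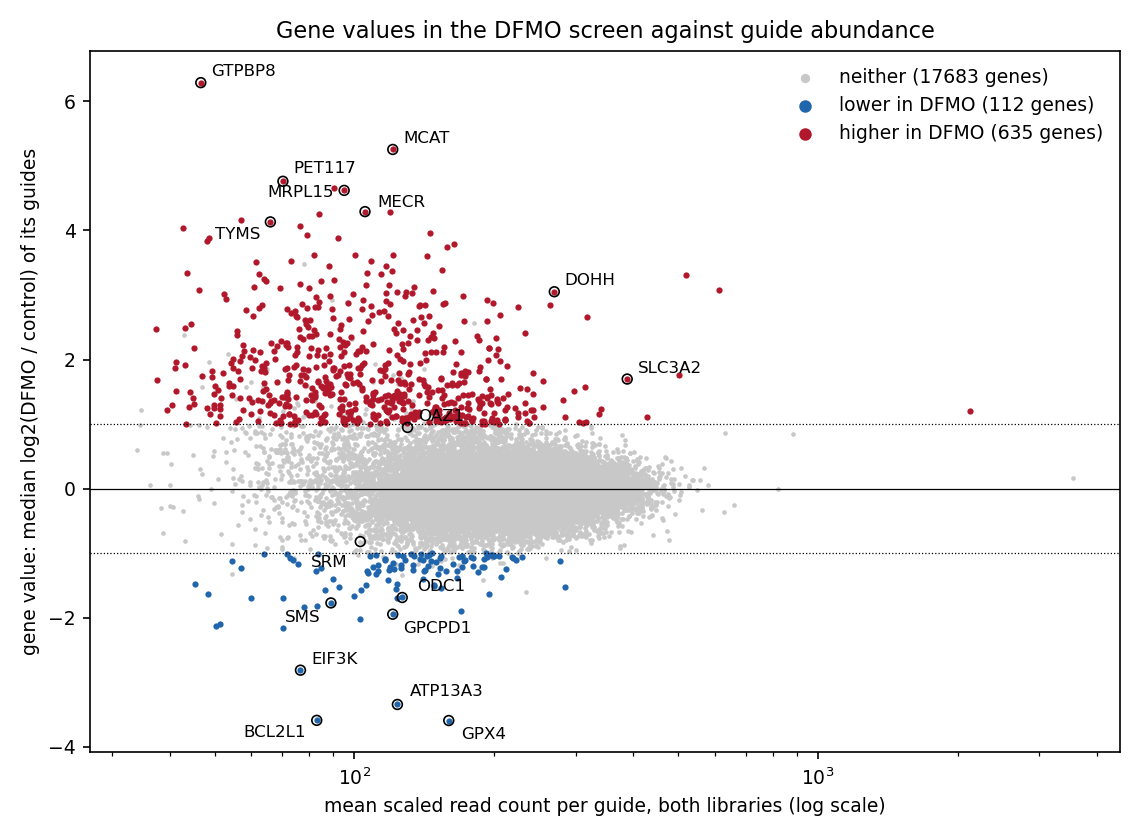
Gene value (median log2 ratio of DFMO over control) against mean scaled read count per guide on a log axis, 1 point per measured gene, with the 112 genes that fell in blue, the 635 that rose in red and dotted lines at −1 and 1; circles mark labelled genes. GPX4, BCL2L1 and ATP13A3 lie lowest at −3.59, −3.59 and −3.34, and GTPBP8, whose median control guide had no read, lies highest.

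The 15 lowest genes also held EIF3K, a subunit of translation initiation factor eIF3 (−2.81 ± 1.36, n = 3), the phosphoinositide phosphatase gene SACM1L (−2.09 ± 2.64, n = 3) and the chromokinesin gene KIF4A (−2.02 ± 0.85, n = 4). GPCPD1, which cleaves glycerophosphocholine, was at −1.94 ± 0.69 (n = 5), the deadenylase gene PAN2 at −1.84 ± 2.23 (n = 4) and the cell cycle transcription factor gene MYBL2 at −1.82 ± 2.43 (n = 5). DYRK1B (−1.89 ± 2.44, n = 5) and the microRNA gene hsa-mir-542 (−1.69 ± 1.07, n = 3) belonged to the same set. SPATA5 (−2.16) had 3 measurable guides and stood at −0.33 with all of its guides. DYRK1B stood at −0.56 with a count minimum of 100. In 95 of 100 regroupings no gene lay below −3.22, a level passed by GPX4, BCL2L1 and ATP13A3.

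Among the 15 highest genes, the mitochondrial GTPase gene GTPBP8 had no control read for 3 of its 5 guides, and its value was at least 4.85 with such guides set to 3 reads. PET117 and BCS1L, assembly factors of respiratory complexes, were at 4.76 ± 2.62 (n = 4) and 4.06 ± 1.28 (n = 5). MRPL15, a protein of the mitochondrial ribosome, was at 4.62 ± 2.14 (n = 4), the mitochondrial initiation factor gene MTIF2 at 4.17 ± 2.08 (n = 5) and MTG1, a GTPase of mitochondrial ribosome assembly, at 3.92 ± 1.53 (n = 4). SLC25A26, the mitochondrial S-adenosylmethionine carrier, was at 4.26 ± 2.27 (n = 4). CTPS1 (CTP synthase, 4.66 ± 2.61, n = 4) and TYMS (thymidylate synthase, 4.13 ± 1.89, n = 5) rose, as did the clathrin adaptor gene AP2S1 (4.04 ± 2.78, n = 5), the Mediator gene MED26 (3.96 ± 1.47, n = 4) and the methyltransferase gene N6AMT1 (3.88 ± 2.60, n = 5). With guides at 0 set to 3 reads PET117 stood at 4.04, CTPS1 at 3.94, MRPL15 at 4.10 and, among the lowest genes, BCL2L1 at −3.31. In 95 of 100 regroupings no gene lay above 4.53, a level passed by GTPBP8, MCAT, PET117, CTPS1 and MRPL15 but not by MECR and OXSM. With guides at 0 set to 3 reads PET117, CTPS1 and MRPL15 were under it, while MCAT had no guide at 0 to set. No level is given from regroupings with guides at 0 set to 3 reads. The comparison of those values with 4.53 is therefore not like for like. With a pseudocount of 10 GTPBP8 stood at 3.12, PET117 at 2.89, CTPS1 at 2.83 and MRPL15 at 2.71. MTIF2 was short of the rule with the control library thinned to the DFMO depth, where fewer of its guides shared the sign. Counts were small here: the median over MCAT guides was 5 reads in the control library and 108 in the DFMO library. The guide that gave the MCAT value had 2 and 46 reads.

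In polyamine synthesis, 2 of 12 measured genes fell and none rose. ODC1, the target of DFMO, was at −1.69 ± 0.80 (n = 5), its guides summing to 1696 reads in the control library and 172 in the DFMO library. SMS, spermine synthase, fell to −1.77 ± 1.40 (n = 5). SRM, spermidine synthase, had all 5 guides below 0 at −0.82 ± 0.39 and AZIN1, an activator of ornithine decarboxylase, was at −0.38 ± 0.67 (n = 4), both short of the rule, which SRM passed at −1.02 with the control library thinned to the DFMO depth. MTAP (0.25), MRI1 (0.39), MAT2B (0.25), ENOPH1 (0.22), APIP (0.10), ADI1 (−0.22), ARG1 (−0.07) and ARG2 (−0.04) were near 0. The list's median of −0.05 stood at percentile 30.4 of matched random gene lists.

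None of the 8 genes of polyamine catabolism and ODC antizymes passed the rule, and their median of −0.19 was at percentile 12.1. OAZ1, the antizyme that sends ornithine decarboxylase to the proteasome, had all 5 guides above 0 at 0.95 ± 0.58 and passed the rule at 1.16 with scaling by non-targeting guides and at 1.09 with the control library thinned. SAT1, which acetylates polyamines, was at 0.00 ± 0.48 (n = 5), the oxidases SMOX and PAOX at 0.23 and −0.26, SAT2 at −0.34, OAZ2 at −0.22, OAZ3 at −0.18 and AZIN2 at −0.20. In polyamine transport 1 of 13 measured genes fell, ATP13A3, and 1 rose. The latter was SLC3A2, the heavy chain of several amino acid transporters (1.70 ± 2.85, n = 5), with 1 of 5 guides below 0. The related transporters ATP13A2 (0.08) and ATP13A4 (−0.65), SLC22A3 (−0.72), SLC22A2 (0.58), GPC1 (−0.71), SLC7A2 (−0.27), CAV1 (−0.19), SLC12A8 (0.18), SLC47A1 (0.09) and SLC18B1 (0.04) did not pass the rule, and at a threshold of 0.5 SLC22A3, GPC1 and SLC22A2 passed. The transport median of 0.04 was at percentile 68.5.

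**Figure D2:**
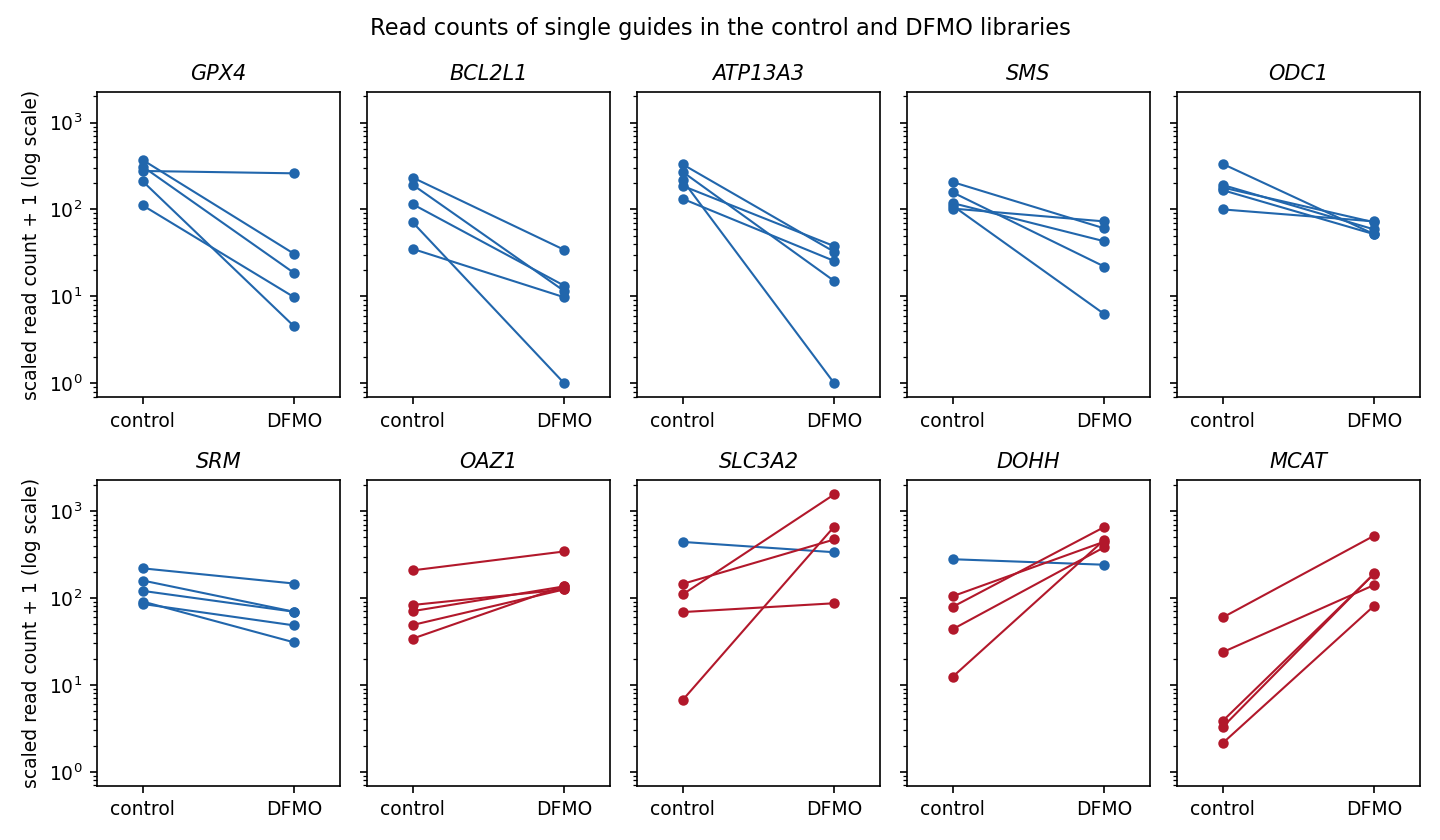
Scaled read count plus 1 (log axis) of every guide of 10 genes in the control and DFMO libraries; each line is 1 guide, blue where it was lower with DFMO and red where it was higher. ATP13A3, SMS, ODC1 and SRM have all 5 guides lower and OAZ1 and MCAT all 5 higher, while GPX4 has 1 guide at −0.09; for BCL2L1 the plot includes 1 guide under the count minimum, which its value leaves out.

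Spermidine is also the substrate for hypusine, the modified residue of translation factor eIF5A. DOHH, the second enzyme of hypusine formation, rose (3.05 ± 1.97, n = 5, 4 guides above 0), and EIF5A2 was at −0.38 ± 1.12 (n = 5). DHPS and EIF5A had too few reads to be measured. Chosen after their values were seen, they stood at 1.97 (45 reads in the control library and 82 in the DFMO library) and 1.90 (102 and 125) without the count minimum. AMD1, which makes the aminopropyl donor of polyamine synthesis, was likewise unmeasured and, chosen in the same way, stood at −1.06 on 434 and 67 reads. MAT2A and SLC7A1, also unmeasured, are not given a value.

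Among suppressors of ferroptosis, a form of death by lipid peroxidation, 2 of 20 measured genes fell and 5 rose. With GPX4 fell GCH1, which opens tetrahydrobiopterin synthesis (−1.27 ± 0.91, n = 5, and −0.80 without its strongest guide). GSS, glutathione synthetase (2.78 ± 1.41, n = 4), the coenzyme Q genes COQ2 (2.06 ± 1.01, n = 4) and PDSS2 (1.39 ± 1.13, n = 3), TXNRD1, thioredoxin reductase (1.75 ± 1.27, n = 5), and SLC3A2 rose. The list's median of 0.15 was at percentile 90.6. Of 20 ferroptosis promoters KEAP1, the repressor of NRF2, rose (1.87 ± 1.48, n = 4) and none fell (median 0.00, percentile 51.6). In selenoprotein synthesis, which GPX4 depends on, SEPHS1 rose (1.74 ± 1.19, n = 5) among 5 measured genes (median −0.06, percentile 30.5). Over the same 5 genes the median was 0.21 at percentile 93.0 without each gene's strongest guide. By the mean of guides it was −0.54 at percentile 0.45. Without the count minimum 9 genes were covered and the median was −0.67, at percentile 0.03. Chosen after their values were seen, the selenocysteine elongation factor gene EEFSEC stood there at −2.93 (541 reads in the control library and 67 in the DFMO library), PSTK at −1.73, SEPSECS at −1.27 and SEPHS2 at −0.47, with 3 of its 5 guides below 0.

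Iron handling beyond ferroptosis moved in 1 list. In iron-sulfur cluster assembly 6 of 12 measured genes rose, GLRX5 (3.11), FDX1 (3.03), BOLA3 (2.35), CIAO2B (2.13), NFU1 (1.91) and IBA57 (1.75), and the median of 1.35 was at percentile 99.9. Of 22 genes of iron uptake, storage and sensing FBXL5 rose (1.34; list median 0.05, percentile 64.0), and of 13 heme genes FLVCR1 (1.26, and 0.85 without its strongest guide; median 0.07, percentile 77.3). In glutathione and NADPH metabolism GSS, TXNRD1 and the mitochondrial NAD kinase gene NADK2 (2.51 ± 1.62, n = 5) rose among 19 (median 0.24, percentile 99.1, and 0.11 at percentile 96.1 without each gene's strongest guide). KEAP1 was the gene that rose among 9 of the NRF2 pathway (median 0.27, percentile 95.1, and 98.6 with the control library thinned). The NRF2 pathway median was 0.03 at percentile 61.7 without each gene's strongest guide.

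Guides against the mitochondrial respiratory chain and the mitochondrial ribosome rose as groups. In complex I, the NADH dehydrogenase, 28 of 44 measured genes rose and all 44 values were above 0, with a median of 1.57 above all 10000 matched random lists (percentile 100). NDUFA10 (3.44 ± 1.52, n = 5), the assembly factor gene NDUFAF7 (3.22 ± 1.35, n = 4) and NDUFS1 (3.12 ± 1.40, n = 4) were highest. Of 53 mitochondrial ribosomal protein genes 27 rose (median 1.07, percentile 100), among them MRPL57 (2.94 ± 1.48, n = 4) and MRPS6 (2.25 ± 1.59, n = 3). In complexes III to V 21 of 49 rose (median 0.55, percentile 100), led by UQCRC1 (3.33 ± 2.02, n = 3), COX15 (3.15 ± 2.27, n = 5) and COX6B1 (2.86 ± 1.26, n = 4). No gene of these lists fell. Without each gene's strongest guide 23 of the 28 complex I genes, 17 of the 27 ribosomal protein genes and 15 of the 21 genes of complexes III to V still passed the rule, and the medians were 1.16, 0.74 and 0.47, each at percentile 100. Taken without the count minimum, 82 genes of these lists whose guides were scarce in the control library had a median of 1.498. Sets of other such genes of like control count had 0.43. With a count minimum of 100, which left 27 genes of complexes III to V, their median was 0.12, at percentile 96.3.

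In nucleotide and one-carbon metabolism the median of 13 measured genes was 1.33 at percentile 100. It was 0.19 at percentile 87.8 over the 5 genes left by a count minimum of 100. Of the 13, 7 rose and none fell. Besides TYMS they were the mitochondrial folate carrier gene SLC25A32 (3.38 ± 1.58, n = 6), the mitochondrial serine hydroxymethyltransferase gene SHMT2 (3.17 ± 0.52, n = 3), methionine synthase MTR (3.13 ± 1.62, n = 4) and its reductase MTRR (1.37), MTHFD1L (1.73, and 0.84 without its strongest guide) and the folate carrier gene SLC19A1 (1.33 ± 0.51, n = 5). 4 of the 6 SLC25A32 guides are tied to more than 1 gene.

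**Figure D3:**
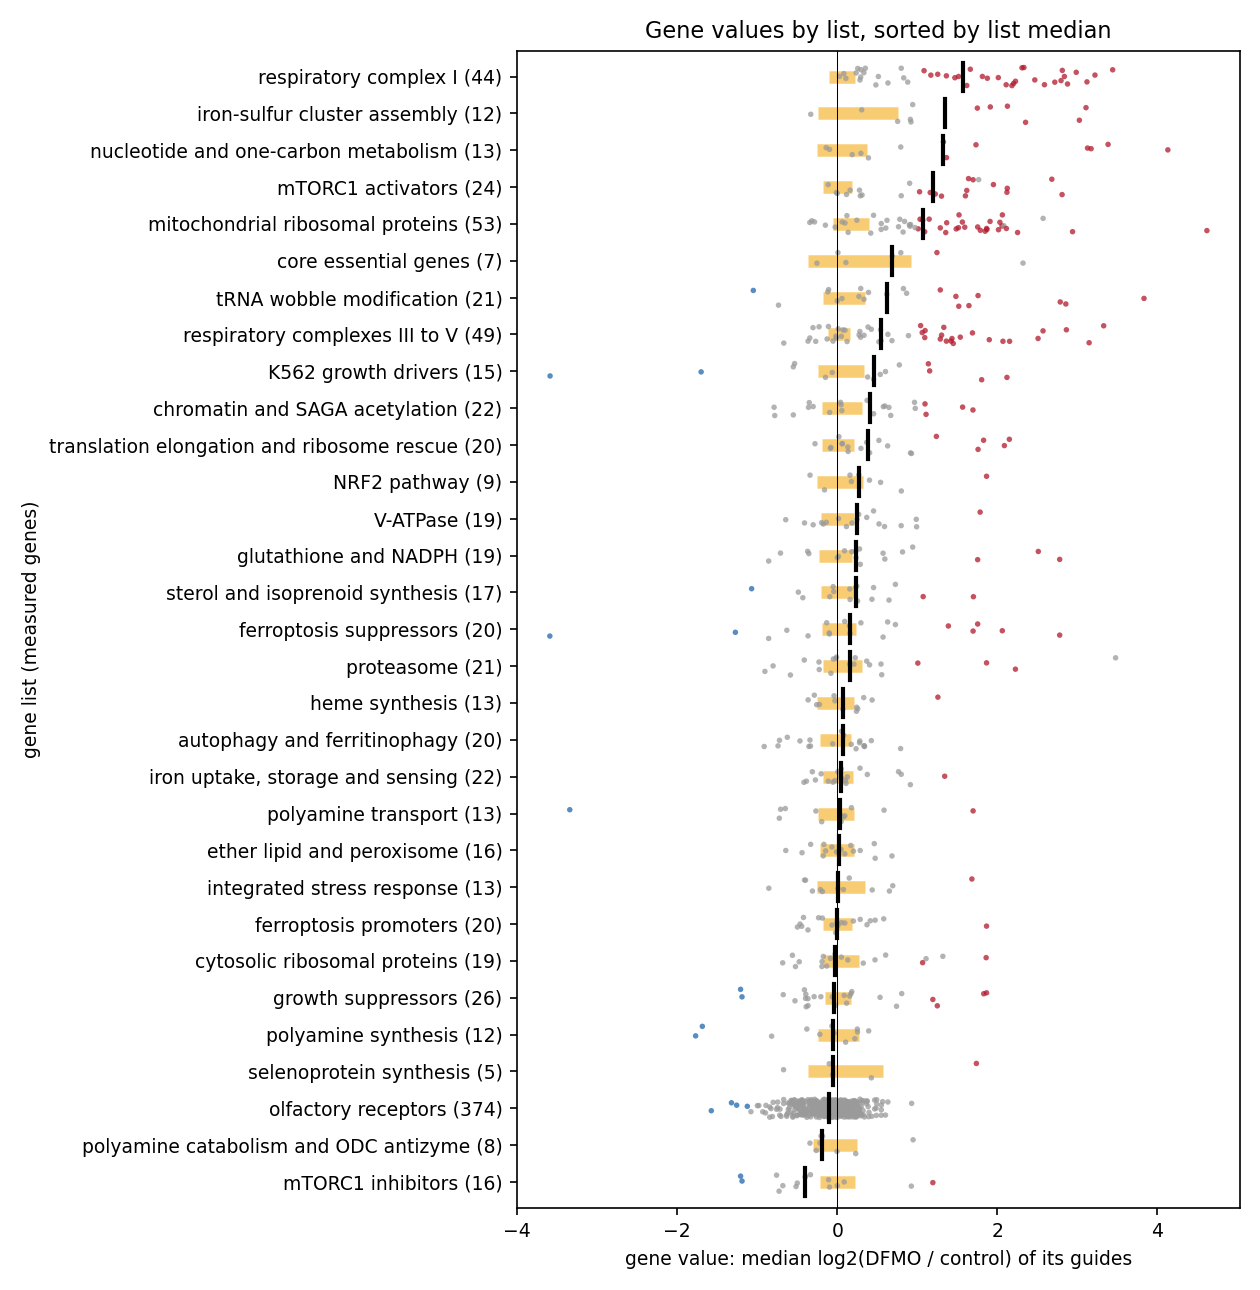
Gene values (median log2 ratio of DFMO over control) of the measured members of 31 gene lists, 1 point per gene, blue where the gene fell, red where it rose and grey otherwise; black bars are list medians and orange bands the central 95% of medians of matched random gene lists. The respiratory complex I median of 1.57 is highest and the mTORC1 inhibitor median of −0.40 lowest.

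The activators and inhibitors of mTORC1, the kinase complex that couples amino acids and growth factors to cell growth, lay on opposite sides. Of 24 activators 13 rose and none fell, with a median of 1.19 at percentile 100. They held RHEB, the GTPase that activates the kinase (2.81 ± 1.503, n = 5), the Ragulator genes LAMTOR2 (2.68 ± 0.57, n = 5), LAMTOR3 (2.12) and LAMTOR4 (1.16), RPTOR (2.12 ± 1.02, n = 4), MTOR (1.70), MLST8 (1.64 ± 0.52, n = 5), RRAGA (1.60 ± 0.39, n = 5), RRAGC (1.23), PDPK1 (1.95), MIOS (1.03) and the mTORC2 genes RICTOR (1.62) and MAPKAP1 (1.303). Of 16 inhibitors 13 had values below 0 and the median was −0.40, at percentile 0.02. NPRL2, of the GATOR1 complex (−1.21 ± 0.55, n = 5), and TSC2 (−1.19 ± 0.56, n = 5) fell, and 1 gene rose. Without their strongest guides RRAGC (0.90), MIOS (0.92), MAPKAP1 (0.91), LAMTOR3 (2.04, by the share of its guides) and TSC2 (−0.90) were short of the rule, as was RICTOR by the mean of its guides (0.93). With scaling by non-targeting guides NPRL2 (−0.999) and TSC2 (−0.98) were just short of the rule and the median was −0.19, still at percentile 0.02.

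Genes that set the speed and accuracy of translation rose in part. In a list of tRNA modification at the wobble position and elsewhere 8 of 21 measured genes rose and 1 fell (median 0.62, percentile 99.97). Among them were the Elongator genes ELP3 (3.83 ± 2.10, n = 3) and ELP2 (1.48), its partner KTI12 (2.86 ± 1.36, n = 5), DPH3 (1.76), and the tRNA thiolation genes CTU1 (1.52 ± 0.55, n = 5) and CTU2 (1.29). TRMT61A (2.79), which rose, and TP53RK, at −1.05 ± 0.55 (n = 3) the gene that fell, act at other positions. With a count minimum of 100, which left 6 of the 21 genes, the median was 0.18 at percentile 89.5. Without their strongest guides ELP2 (0.95) and TP53RK (−0.95) were short of the rule. In translation elongation and ribosome rescue 5 of 20 rose and none fell (median 0.39, percentile 99.9, and 0.13 at percentile 82.7 with no count minimum). They were EEF1B2 (1.24) and 4 genes of diphthamide, a modified residue of elongation factor EEF2: DPH5 (2.15 ± 0.53, n = 3), DPH6 (2.09 ± 2.28, n = 5), DPH1 (1.83 ± 0.62, n = 5) and DPH3 (1.76 ± 0.40, n = 3). The diphthamide genes DPH2 (0.92) and DPH7 (0.63), chosen after their values were seen, did not pass. GCN1, the ribosome-bound activator of GCN2, rose (1.68 ± 1.81, n = 5) in the integrated stress response list (13 measured, median 0.01, percentile 44.0). RPS27A (1.86) and RPS28 (1.07) rose among 19 measured cytosolic ribosomal protein genes (median −0.03, percentile 28.7), RPS27A standing at 0.75 with no count minimum and RPS28 at 0.89 with a pseudocount of 10.

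Among the drivers of K562 growth BCL2L1 and MCL1 (−1.70 ± 1.86, n = 5), both anti-apoptotic, fell, and 4 of 15 measured genes rose, the signalling genes SOS1 (2.12), GAB2 (1.80 ± 0.44, n = 4), STAT5B (1.16) and CRKL (1.14). The list's median was 0.45 at percentile 99.5. MCL1 was short of the rule with scaling by non-targeting guides (−1.49, by the share of its guides) and without its strongest guide (−0.88), as were, without theirs, CRKL (0.71), STAT5B (0.999) and SOS1 (2.05, by the share of its guides). Among 26 growth suppressors 4 rose, KEAP1, PTPN1 (1.83) and LZTR1 (1.25) among them, and NPRL2 and TSC2 fell (median −0.04, percentile 27.3). Without their strongest guides PTPN1 (0.48, and 0.97 with no count minimum) and LZTR1 (0.93) were short of the rule. In chromatin and SAGA acetylation SGF29 (1.70), TADA2B (1.57), EP300 (1.11) and MEN1 (1.10) rose among 22 (median 0.41, percentile 99.5). The median was −0.14 at percentile 15.7 with a count minimum of 100, which left 12 genes, and 0.06 at percentile 68.4 with none. Without the strongest guides it was 0.09 at percentile 82.2, and SGF29 (0.90), TADA2B (0.998), EP300 (0.58) and MEN1 (0.27) were short of the rule.

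In the remaining lists few genes moved. In sterol and isoprenoid synthesis FDPS (1.70) and SREBF1 (1.07) rose and 1 gene fell among 17. The list's median of 0.23 was at percentile 97.4, with percentiles of 97.64 to 99.04 under 4 alternatives. Without each gene's strongest guide the median was 0.04 at percentile 70.5, and FDPS (0.86) and SREBF1 (0.46) were short of the rule. The proteasome genes PSMD6 (2.23), PSMD2 (1.87) and PSMD13 (1.01) rose among 21 (median 0.15, percentile 82.0), and with no count minimum PSMD6 (0.14), PSMD2 (1.62, by the share of its guides) and PSMD13 (0.52) were short of the rule. ATP6AP2 rose (1.79 ± 0.87, n = 5) among 19 V-ATPase genes, whose median of 0.25 at percentile 98.9 was −0.05 without each gene's strongest guide and 0.12 at percentile 83.5 with no count minimum. No gene of autophagy and ferritinophagy passed the rule among 20 (median 0.07, percentile 82.8), where ATG9A (−0.91) and BECN1 (−0.74) were lowest and PIK3C3 (0.79) and ULK1 (0.43) highest; ATG9A passed it by the mean of guides (−1.15) and PIK3C3 with scaling by non-targeting guides. None passed among 16 ether lipid and peroxisome genes (median 0.02, percentile 57.9), where PEX5 (−0.44) was among the lowest and PEX13 (0.68) and GNPAT (0.47) were highest.

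As controls, the 248 measurable non-targeting guides had a median log2 ratio of −0.15 with an SD of 0.55, where counting alone gives 0.17, and 121 intergenic guides −0.07 with an SD of 0.83. Olfactory receptor genes were taken as a set neutral for growth. Their median over 374 genes was −0.10 (percentile 0.01, and 0.12 with scaling by non-targeting guides). Of these, 4 fell: OR5AK2 (−1.57), OR4K13 (−1.32), OR13C4 (−1.26) and OR51A2 (−1.12). Whether 4 of 374 differs from the 0.608% of all measured genes was not tested. Without their strongest guides OR4K13 (−1.21, by the share of its guides) and OR51A2 (−0.64) were short of the rule. Both were also short of it by the mean of guides (−0.87 and −0.82) and with the control library thinned. Guides of core essential genes had a median scaled count of 4.65% of that of olfactory receptor guides in the DFMO library and 6.36% in the control library. Over guides above 0 in both libraries the shares were 19.5% and 12.6%, the opposite order. With so few reads, 7 of the 74 core essential genes were measured. Their median was 0.69 at percentile 94.5, and MCM4 rose (1.25, and 0.43 with the control library thinned). Taken without the count minimum, 60 core essential genes whose guides were scarce in the control library had a median of −0.03. A guide with 0 reads in both libraries scores 0 there, so this median cannot tell no change from guides lost in both. The log2 scaled counts of the libraries correlated across guides, which are not independent replicates, with a Pearson r of 0.801 and a Spearman rho of 0.829.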

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

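The settings without guides of more than 1 gene and with GC correction were chosen after seeing the data. No paired analysis and no run without a replicate was possible because each group has 1 library. Over 3343 alternative values of 222 named genes, 3119 kept their side of the rule, 209 no longer passed it, 15 newly passed and 0 that had passed were reversed. Genes without a value under an alternative were not counted: at a minimum of 100, 77 kept their side and 4 no longer passed. The settings with no sign share and a threshold of 0.5 cannot lose a gene by construction. Of 400 alternative list medians 379 kept their standing against the percentile bounds for lists, which is not the same as keeping their sign. The selenoprotein synthesis median, for example, kept its standing but went from −0.059 to 0.214 without each gene's strongest guide. The medians of polyamine transport, of autophagy and of iron uptake, storage and sensing also changed sign there and kept their standing. The 112 genes that fell became 48 with scaling by non-targeting guides, 211 with no count minimum, 45 at a minimum of 100, 41 without the strongest guide, 1108 and 27 at thresholds of 0.5 and 1.5, 64 with all guides of 1 sign and 6 by rank aggregation (ATP13A3, BCL2L1, GPCPD1, GPX4, SMS and TLE3, the last outside the rule for named genes). The 635 that rose became 235 at a minimum of 100, 420 without the strongest guide, 1458 and 349 at thresholds of 0.5 and 1.5 and 417 by rank aggregation, which kept 388 of them. Thresholds and shares change these counts by construction; for the others the cause was not tested. At a minimum of 100, 28 of 31 lists were evaluated and 6 in place of 12 stood higher (5 lost, 1 not evaluated), and the chromatin and SAGA median was −0.135. The V-ATPase median was −0.048 without the strongest guide. Core essential guides were at 5.87% (DFMO) and 7.24% (control) of olfactory receptor guides by mean log2 count and at 19.5% and 12.6% over guides above 0 in both libraries, which turned the order of the libraries. Depth limits genes whose loss slows growth most: their guides had few reads in both libraries.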

Other observations

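The gene groups of the next 2 paragraphs were chosen after their values were seen, as were the tests of fewer doublings, the low-count filter and the other low genes further down. Because the groups were picked for their values, no percentile among random lists is given for them. Of 12 measured mitochondrial aminoacyl-tRNA synthetase genes 10 rose, with a median of 2.11, led by RARS2 (3.34), YARS2 (3.02) and EARS2 (2.73). In mitochondrial fatty acid synthesis and lipoylation 6 of 10 genes rose (median 1.58): with MCAT, MECR and OXSM these were the lipoic acid genes LIPT2 (2.81), LIAS (1.67) and LIPT1 (1.48), while NDUFAB1, the acyl carrier protein, was at 0.01. In the tricarboxylic acid cycle 7 of 15 rose (median 1.06), among them IDH3A (2.47) and OGDH (1.94). In glycolysis 5 of 12 genes rose (median 0.76), namely ALDOA (2.77), GPI (2.06), ENO1 (1.83), PKM (1.66) and HK2 (1.19). In the pentose phosphate pathway RPIA (3.62), TKT (2.20) and PGLS (1.42) rose among 5 (median 1.42). With a count minimum of 100 the median of the fatty acid and lipoylation genes was 0.47 and that of glycolysis 0.22. The tricarboxylic acid cycle median was 0.59 with no count minimum and, likewise, without each gene's strongest guide.

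Outside metabolism, 11 of 24 measured Mediator genes rose and none fell (median 0.73), among them MED27 (2.46), MED16 (2.31) and MED23 (2.22). Of 5 genes for large neutral amino acid transport, SLC3A2 and its light chains SLC7A6 (3.31) and SLC7A5 (1.51) rose, while SLC7A7 (−0.20) and SLC7A8 (−0.27) did not pass. On the lower side, UFM1 (−1.63) and its protease UFSP2 (−1.21) fell among 8 genes of UFMylation, a ubiquitin-like modification (median −0.38, and −0.17 with scaling by non-targeting guides). Among 13 deadenylation genes PAN2, TOB2 (−1.27) and the catalytic gene CNOT7 (−1.22) fell, while CNOT9 (1.69), CNOT1 (1.23) and CNOT10 (1.10) rose.

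The rise of the respiratory chain and the mitochondrial ribosome had a joint median of 1.08 over 146 genes. A loss that slows growth leaves more guides behind when cells divide less often, and neither doublings nor, beyond the names of its library and file, the control's time in culture is known here. Set beside other genes of like control count whose guides were also scarce in the control library, 82 mitochondrial genes had a median of 1.498. Matched sets gave 0.43 (95% of sets 0.13 to 0.72), which put the mitochondrial median at percentile 100.0. The series holds no library from the start of the cultures. The other genes may thus include some whose guides were scarce from the start. Those, and guides without reads in both libraries, would score near 0 at any number of doublings. The comparison therefore cannot decide whether fewer doublings with constant growth defects are the whole cause, a part or none. High medians were not particular to mitochondria. Genes with guides scarce in the control library among mTORC1 activators (8) and in nucleotide and one-carbon metabolism (12) had medians of 1.63 and 1.265. Those of core essential genes (60) stood at −0.029, and of cytosolic ribosomal proteins (59), the proteasome (22) and the V-ATPase (8) at 0.0. Without the count minimum a guide with 0 reads in both libraries scores 0. Medians at or near 0 therefore cannot tell no change from guides lost in both libraries. No matched sets were drawn for these lists, and all of these genes were taken without the count minimum. The joint median was 1.11 without the count minimum and 0.762 with the control library thinned to the DFMO depth, both at percentile 100.0, so neither filter nor depth accounts for it alone. It stays open, as an untested hypothesis, whether losing mitochondrial and some other functions costs less growth with DFMO. Fewer doublings, with constant defects or with losses that act slowly, stay open as well.

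The lowest genes were weighed against drift of single guides. Of the 15 lowest, 3 (GPX4, BCL2L1 and ATP13A3) lay below the level that 95 of 100 regroupings stayed above. For the other 12, at −1.69 or below, regroupings gave a mean of 5.56 such genes and 1 of 100 gave as many, so drift is unlikely to account for all of them but may account for several, and the regroupings do not say which. A difference between the cultures other than DFMO cannot be excluded for any of them with 1 library per group, and no second culture was analysed here.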
